# Glutathione S-transferases Control astrocyte activation and neuronal health during neuroinflammation

**DOI:** 10.3389/fmolb.2022.1080140

**Published:** 2023-01-06

**Authors:** Ken Matoba, Eisuke Dohi, Eric Y. Choi, Shin-ichi Kano

**Keywords:** astrocyte, glutathione S-transferase, GSTM1, inflammation, neuron, aging

## Abstract

Glutathione S-transferases (GST) are phase II detoxification enzymes of xenobiotic metabolism and readily expressed in the brain. Nevertheless, the current knowledge about their roles in the brain is limited. We have recently discovered that GSTM1 promotes the production of pro-inflammatory mediators by astrocytes and enhances microglial activation during acute brain inflammation. Here we report that GSTM1 significantly affects TNF-α-dependent transcriptional program in astrocytes and modulates neuronal activities and stress during brain inflammation. We have found that a reduced expression of GSTM1 in astrocytes downregulates the expression of pro-inflammatory genes while upregulating the expression of genes involved in interferon responses and fatty acid metabolism. Our data also revealed that GSTM1 reduction in astrocytes increased neuronal stress levels, attenuating neuronal activities during LPS-induced brain inflammation. Furthermore, we found that GSTM1 expression increased in the frontal cortex and hippocampus of aging mice. Thus, this study has further advanced our understanding of the role of Glutathione S-transferases in astrocytes during brain inflammation and paved the way for future studies to determine the critical role of GSTM1 in reactive astrocyte responses in inflammation and aging.

## Introduction

Glutathione *S*-transferases (GSTs) are a family of enzymes that conjugate reduced glutathione (GSH) to target molecules in the phase II detoxification of xenobiotic metabolism (Landi, 2000; Hayes et al., 2005; Petermann et al., 2009). Accumulating evidence shows that GSTs are also involved in a variety of inflammatory and cellular stress conditions (Smeyne et al., 2007; Zhang et al., 2013; Smith et al., 2019). One of the GSTs that was reported to be abundantly expressed in the brain is GSTM1 (Beiswanger et al., 1995; Sharma et al., 2015). We have recently discovered that GSTM1 is selectively expressed in astrocytes in the brain parenchyma and enhances microglial activation during brain inflammation (Kano et al., 2019). Understanding the mechanisms by which GSTM1 controls reactive astrocytes will provide a novel insight into the molecular regulatory mechanisms of reactive astrocytes during brain inflammation and an opportunity to evaluate the roles of GSTM1 and related molecules as potential core mechanisms controlling brain inflammation.

Here we examined the mechanisms of how GSTM1 regulates astrocyte transcriptional program in response to pro-inflammatory signaling and further addressed the impact of GSTM1 loss-of-function on neurons during acute brain inflammation following a systemic injection of lipopolysaccharides (LPS). Our data revealed the broad influence of GSTM1 on the regulation of astrocyte transcriptional programs and implied the requirement of GSTM1 in the maintenance of neuronal activities during brain inflammation.

## Method

### Mice

*mGfap* ^*Cre*^ mice and C57BL/6J mice were purchased from the Jackson Laboratory. C57BL/6 timed pregnant female mice for *in vitro* cell cultures were purchased from Charles River Laboratories or prepared in-house. Mice were housed in specific pathogen-free facilities at Johns Hopkins University and University of Alabama at Birmingham. All the procedures were approved by the Institutional Animal Care and Use Committees at both institutions.

### Lentivirus preparation

Lentiviruses were prepared as described previously (Kano et al., 2019). HEK-293FT cells (Invitrogen) were transfected with pLKO-puro vectors encoding either Gstm1 or control shRNA, and packaging vectors (pMD.2G, psPAX2) by using lipofectamine 3000 (Invitrogen). Then, culture supernatants were collected at 48 h post-transfection and ultracentrifuged 25,000 rpm at 4°C for 2 h to precipitate the virus. Viral pellets were dissolved in PBS and kept frozen at −80°C until use. Virus titers were estimated by using a quantitative PCR (qPCR)-based method to detect LTR sequences as described previously (Kano et al., 2019).

### AAV preparation

AAV-293 cells (Agilent Technologies) were transfected with AAV vectors (pAAV-LStopL-GFP-shRNAmirs) and helper vectors (pAd helper vector and pAAV2/5 packaging vector) following a standard CaCl_2_ method with some modifications (Kano et al., 2019). Transfected cells were harvested 48 h later and lysed by three rounds of freeze-thaw cycles. The viruses were enriched from the cell lysates by OptiPrep^™^ density gradient ultracentrifugation and concentrated using Amicon Ultra-100 K filter unit (Millipore). Virus titers were estimated using a qPCR-based method to detect ITR sequence as described previously (Kano et al., 2019).

### Primary glial cell culture

Primary mouse glial cell cultures were prepared from the cortices of postnatal days 2–5 (P2–5) pups of C57BL/6 mice as described previously (Kano et al., 2019). Cells were suspended in DMEM/F12 supplemented with 15% FBS and penicillin/streptomycin (all from Thermo Fisher Scientific) and seeded onto T-75 flasks (Corning) pre-coated with poly-d-lysine (PDL, 25 μg/ml) at approximately two brains per flask. Medium was changed on day 3, and every 2–3 days thereafter. Lentiviral infection was performed with glial cells on day 10 as described below. To enrich astrocytes, oligodendrocyte lineage cells and microglia on the surface of mixed glial cell culture were vigorously shaken off and astrocytes were then collected as negative fractions after MACS sorting with CD11b Microbeads (Miltenyi Biotec). Then, astrocyte cultures were prepared by seeding 5 × 10^5^ astrocytes, immediately after MACS sorting, onto PDL-coated (10 μg/ml) 6-well plates.

### Lentiviral infection

Mixed glia culture was passaged on day 10 and reseeded at 4–7 × 10^6^ cells onto PDL-coated T-75 flasks. On the next day, lentiviruses were added to the culture at 1:1 MOI (multiplicity of infection). The virus-infected cells were enriched by antibiotics-based selection (puromycin, 2.5 μg/ml) for 72 h beginning at 72 h post-infection. Astrocytes were then enriched as described above for further experiment.

### TNF-α treatment *in vitro* cell stimulation

Enriched primary astrocytes were cultured with or without TNF-α (50 ng/ml) for 6 h. Cells were immediately harvested at the end of 6-h incubation for RNA collection.

### RNA sequencing (RNA-seq) and data analysis

Total RNA was extracted from cultured astrocytes using RNeasy mini kit (Qiagen). Libraries were prepared with NEB Next^®^ Ultra^™^ Directional RNA Library Prep Kit (New England BioLabs) and a 100-bp paired-end sequencing was performed on a HiSeq 2,500 (Illumina) at the Johns Hopkins University (JHU) GRCF core facility. RNA sequencing reads were mapped to the mouse genome (GRCm38 assembly) with STAR (v.2.5.4 b) (Dobin et al., 2013) and transcript levels were quantified using RSEM (v.1.3.0) (Li and Dewey, 2011). Differential gene expression between TNF-α-stimulated and non-stimulated groups was determined using DESeq2 (v.1.20.0) (Love et al., 2014) on R (v.3.5.0). A Benjamini–Hochberg adjusted *p*-value of less than .05 was considered a significant difference. RNA-seq data are available at the NCBI Gene Expression Omnibus under accession number GSE217052.

### Stereotactic surgery and LPS treatment

Mice at 5–6 weeks of age were stereotactically injected with 500 nL of AAV (2.0 × 10^10^ GC/μL) at the rate of 100–200 nL/min into the medial prefrontal cortex (mPFC) bilaterally using a NanoFil syringe (WPI) with a 35G beveled needle. The following stereotactic coordinate was used for injection; AP: + 1.5 mm; ML: ±.2 mm; and DV: −1.8 mm from the bregma. Three to 4 weeks later, LPS (Sigma, O55:B5, 5 mg/kg) was injected intraperitoneally and the brains were harvested 6 h later.

### Immunohistochemistry

Mice were anesthetized with isoflurane and perfused transcardially with ice-cold PBS, followed by 4% paraformaldehyde (PFA). Free-floating coronal sections were prepared at 40 µm in thickness with a Leica cryostat. The sections were then incubated in blocking solution (PBS supplemented with 2% Normal Goat Serum, 1% BSA, 1% Triton-X, .05% Tween-20, and .05% sodium azide) at room temperature for 1 h and incubated at 4°C overnight with the following primary antibodies; rabbit anti-Iba1 (1:400, 019–19741, Wako/FujiFilm), chicken anti-GFP (1:5,000, ab13970, Abcam), mouse anti-NeuN (1:500, MAB377, EMD Millipore), mouse anti-4-hydroxy-2-nonenal (1:100, MHN-020P, JaICA), rabbit anti-c-Fos (1:500, 2250, Cell Signaling). After washing with PBS, the sections were further incubated with fluorophore-conjugated secondary antibodies at 1:400 dilution for 2 h and then stained with DAPI (10 μg/ml) for 10 min at room temperature. The sections were mounted on glass slides with ProLong Diamond antifade mounting medium (Thermo Fisher Scientific). *Z*-stack images were acquired with Zeiss LSM700 and 800 confocal microscopes and a Zen software (Zeiss) at JHU School of Medicine Microscope Facility and UAB Civitan International Research Center (CIRC).

### Image analysis

Maximum intensity projection images were analyzed with ImageJ (NIH). Three independent images from the mPFC area of each mouse stained with anti-Iba1, anti-GFP, anti-NeuN, anti-c-Fos, and anti-4-HNE. (*n* = three to five mice per group). The number of NeuN^+^, c-Fos^+^, and 4-HNE^+^ cells per each visual field was quantified using “Analyze Particles” module. Percentages of c-Fos–positive neurons per total neurons and 4-HNE-positive neurons were also calculated with 20x Z-stack images (*n* = three to four mice for control shRNA and *n* = four to five mice for Gstm1 shRNA).

### Western blotting

Tissue lysates were prepared with radioimmunoprecipitation assay buffer and separated on NuPAGE Bis-Tris Mini Gels (Life Technologies), followed by the transfer to polyvinylidene difluoride membrane (Millipore) following a standard protocol. After blocking in 5% skim milk/phosphate-buffered saline supplemented with .1% Tween 20 (PBS-T), membranes were incubated with the primary antibody overnight at 4°C and then incubated with the secondary antibody for 1 h at room temperature. Gel images were captured using ImageQuant LAS 4000 (GE Healthcare), and the intensities of bands were quantified using Quantity One imaging analysis software (Bio-Rad). The following primary antibodies were used: GSTM1 (1:500; no. 12412-1-AP, Proteintech), and β-actin (1:2000; no. sc-47778, Santa Cruz Biotechnology).

### Statistical analysis

Student’s *t*-test was used and *p* < 0.05 was considered statistically significant. For multiple testing corrections, Tukey’s *post hoc* test, Dunnet’s *post hoc* test, or Sidak’s *post hoc* test was utilized as indicated in Figure legend. All the statistical analysis was performed with GraphPad Prism 8 (GraphPad Software, Inc.).

## Results

### Control of TNF-α-dependent gene expression changes by GSTM1 in cultured astrocytes

To evaluate the role of GSTM1 in astrocyte activation during acute brain inflammation, we examined the role of GSTM1 in TNF-α-dependent transcriptional program in primary mouse astrocytes. GSTM1 expression was knocked down in astrocyte cultures by infecting them with lentivirus vectors encoding GSTM1 shRNA or non-silencing (NS) controls. 

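RNA was sequenced from primary mouse cortical astrocytes in 4 groups, control KD and GSTM1 KD at the basal level and both after stimulation with TNF-α at 50 ng/ml for 6 h, with 2 biological replicates per group and 8 libraries in all. The cells were glial cells from the cortices of newborn mice, infected with lentivirus that expressed a short hairpin RNA (shRNA) against Gstm1 or a non-silencing shRNA, and depleted of CD11b-positive microglia before plating. The authors mapped the reads to the mouse genome (GRCm38 assembly) with STAR (version 2.5.4) and estimated gene counts with RSEM (version 1.3.0). They deposited, for 54146 genes in each library, the expected count, the TPM value and the effective gene length. The expected counts summed to 34434615 and 26026758 in the control KD libraries at the basal level and to 22565115 and 19772259 in the GSTM1 KD libraries at the basal level. After TNF-α stimulation the totals were 23019498 and 17349682 in control KD and 21812051 and 17635438 in GSTM1 KD. The 10 genes with the most counts held between 4.82% and 5.49% of a library. A gene with 3 counts, taken here as the floor, stood at 0.0848 CPM (counts scaled to the same total in every library) in the largest library and 0.181 CPM in control KD replicate 2 after TNF-α stimulation; this floor covers counting error only, because the libraries carry no molecular identifiers.
The expected counts were rounded to whole numbers and normalized by edgeR's TMM method, whose factors ran from 0.958 to 1.03. Genes with too few counts were left out by edgeR's filterByExpr, and groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at the paper's threshold of 0.05. GSTM1 KD was compared with control KD within each state on that state's 4 libraries. The response to TNF-α, and the difference in response between GSTM1 KD and control KD, were fitted on all 8 libraries, unpaired between states. The target gene Gstm1 had 8153 and 9644 counts in control KD and 676 and 626 counts in GSTM1 KD at the basal level, and 4851 and 6492 against 527 and 405 counts after TNF-α stimulation, so it was lower in each library labelled GSTM1 KD than in each control KD library. Replicates differed by more than the sampling noise in all 4 groups, with a variance of the counts between replicates 55.4 times that of sampling in control KD and 13.8 times in GSTM1 KD at the basal level, and 37.0 and 15.8 times after TNF-α stimulation. The common coefficient of variation between replicates that edgeR estimated was 15.8% at the basal level and 14.5% after TNF-α stimulation. The filter on low counts, the test, the libraries that entered a fit and a block for the replicate number changed the number of genes past the threshold.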

Then, GSTM1 knockdown (KD) and control astrocytes were stimulated with TNF-α for 6 h, and their gene expression profiles were analyzed by RNA-seq. 

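At the basal level, 1524 of 14899 genes tested passed the threshold between GSTM1 KD and control KD astrocytes, 686 of them higher and 838 lower in GSTM1 KD. After TNF-α stimulation, 2360 of 14593 genes tested passed it, 1059 higher and 1301 lower. The majority direction depended on the scaling: with library size only, more genes were higher than lower. There were 870 against 784 at the basal level, 1350 against 1163 after TNF-α stimulation and 713 against 668 in both states. Without the filter on low counts, 3957 genes passed at the basal level and 4540 after TNF-α stimulation. Among test, normalization and filter, this choice moved the numbers of genes past the threshold most. DESeq2, the tool of the study, called 2492 and 2824 genes. With a block for the replicate number, 4712 genes passed at the basal level and 4302 after TNF-α stimulation, which reversed the order of the 2 states. Neither the paper nor the labels say what that number marks. In the edgeR fits with TMM factors and no block, 1499 of the 14379 genes tested in both states passed at the basal level. After TNF-α stimulation 2324 of them passed, and 1252 passed in both. This overlap was not tested against differences between cultures that run through both states. Of these 1252 genes, 1251 changed in the same direction, 537 higher and 714 lower in GSTM1 KD. The other one, named here after its values were seen, was the interferon-induced gene Ifit1 (ENSMUSG00000034459.8), with a log2 fold change of -0.89 at the basal level (standard error 0.177, adjusted p = 0.0385 from edgeR's quasi-likelihood test) and 1.63 after TNF-α stimulation (standard error 0.312, adjusted p = 0.0288).
Across the 14379 genes, which are not independent replicates, the log2 fold changes in the 2 states had a Pearson correlation of 0.845. The 1072 genes that passed only after TNF-α stimulation had the same sign at the basal level in 97.3% of cases, and the 247 genes that passed only at the basal level had the same sign after TNF-α stimulation in 97.2%. A test of the difference between the 2 states placed 0 of 15332 genes past the adjusted threshold, with 295 genes at an unadjusted p under 0.05. That test did not pair libraries between the states. Among the genes with the smallest p-values in both states, Itpripl2 (ENSMUSG00000095115.2, chromosome 7 from 118485111 to 118491975) fell from 93.0 ± 2.73 to 22.4 ± 1.84 CPM (SD, n = 2) at the basal level and from 157 ± 1.30 to 40.6 ± 4.77 CPM after TNF-α stimulation. Its log2 fold changes were -2.05 and -1.98, with adjusted p-values of 0.0132 and 0.00981 from edgeR's quasi-likelihood test. The 3′ UTR of Itpripl2 holds all 4 of the 7-base words in ACAGCCTTCA, a sequence that also lies in the 3′ UTR of Gstm1.

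**Figure D1:**
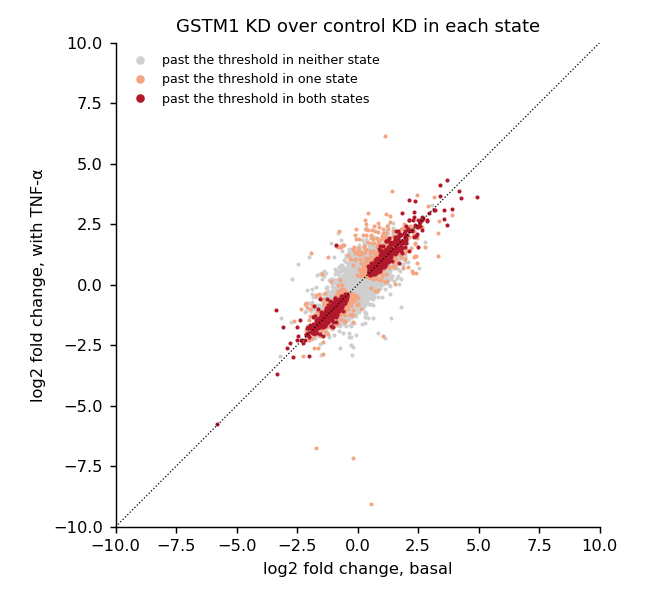
The log2 fold change of GSTM1 KD over control KD for each of the 14379 genes tested in both states, at the basal level on the x axis and after TNF-α stimulation on the y axis. Colours mark genes past the threshold in neither, one or both states, and the dotted line marks equal change. The 1252 genes past the threshold in both changed in the same direction, except Ifit1.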

A larger number of genes were changed after TNF-α stimulation compared to the basal level (2,637 vs. 2,309) with 1,783 gene expression changes overlapped (Figures 1A, B). We first examined the list of most significantly up/down-regulated genes after TNF-α stimulation (Figure 1C). 

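Figure 1C names genes in lists of 10 for GSTM1 KD astrocytes after TNF-α stimulation, one headed up-regulated with negative log2 fold changes in the paper's supplementary table and one headed down-regulated with positive ones. In the deposited counts, 9 of the first 10 passed the threshold as lower, with a median log2 fold change of -2.88 over all 10, and 9 of the other 10 passed it as higher, with a median of 3.26. The study chose both lists on these libraries. RP24-175C20.18 (ENSMUSG00000110980.1), a lincRNA on chromosome 9 from 44477928 to 44479759 that overlaps C030014I23Rik on the opposite strand, had 73 and 58 counts in control KD and 0 and 0 in GSTM1 KD, at least 21.3-fold lower. At the basal level it had 73 counts in replicate 1 and 0 in replicate 2 of both control KD and GSTM1 KD, so its count was not stable between replicates, and it did not pass in the fit of all 8 libraries (adjusted p = 0.124). Serpinb2 (ENSMUSG00000062345.10), whose exons overlap those of Serpinb10 on the same strand, so that its counts are uncertain, had 471 and 265 counts against 86 and 33, a log2 fold change of -2.63 (standard error 0.362, adjusted p = 0.0161 from edgeR's quasi-likelihood test). Kcnk3 (ENSMUSG00000049265.7), which overlaps Gm9899 on the opposite strand, had 42 and 92 counts against 7 and 12, a log2 fold change of -2.88 that was -1.88 without control KD replicate 2 and -3.49 without control KD replicate 1. Psd4 (ENSMUSG00000026979.16) did not pass: it had 25 and 21 counts in control KD and 21 and 19 in GSTM1 KD, a log2 fold change of -0.20 (standard error 0.350, adjusted p = 0.710), while the mean effective length of the gene in the deposited files was 691 bases in control KD and 5136 in GSTM1 KD.
Of the higher genes, Defb1 (ENSMUSG00000044748.8) had 12 and 22 counts in control KD and 196 and 225 in GSTM1 KD, a log2 fold change of 3.60 (standard error 0.454, adjusted p = 0.0134). It was also higher at the basal level, with a log2 fold change of 4.26. ENSMUSG00000089940.1, which Figure 1C lists by a clone name and the annotation as an antisense transcript, had 10 and 7 against 23 and 20 counts, a log2 fold change of 1.33 that did not pass (adjusted p = 0.0701), with a mean effective length of 52162 bases in control KD and 5536 in GSTM1 KD.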

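Gstm1 (ENSMUSG00000058135.12) lies on chromosome 3 of GRCm38 from 108012255 to 108017973, within a cluster that holds the other Gstm genes. At the basal level its expression was 304 ± 104 CPM (SD, n = 2) in control KD and 30.2 ± 1.66 CPM in GSTM1 KD, a log2 fold change of -3.33 (standard error 0.259, adjusted p = 0.0132 from edgeR's quasi-likelihood test). After TNF-α stimulation it was 299.8 ± 128 CPM and 23.8 ± 0.755 CPM, a log2 fold change of -3.68 (standard error 0.315, adjusted p = 0.00981). With each replicate left out in turn, the log2 fold change stayed between -3.64 and -2.94 at the basal level and between -4.05 and -3.15 after TNF-α stimulation. TNF-α itself did not change Gstm1 in control KD astrocytes beyond the replicate error (log2 fold change -0.02, standard error 0.311).
No other Gstm gene that could be tested passed the threshold as lower in GSTM1 KD. Gstm2 (ENSMUSG00000040562.12), whose reads could be shared with its paralogs in the authors' counting, was higher at the basal level, with 51 and 41 counts against 91 and 107 and a log2 fold change of 1.60 (standard error 0.301, adjusted p = 0.0345). It did not pass in the fit of all 8 libraries (adjusted p = 0.0672). After TNF-α stimulation its log2 fold change was 1.06 (adjusted p = 0.236), which was 0.45 without control KD replicate 1 and 2.01 without control KD replicate 2. Gstm7 had log2 fold changes of 1.37 and 1.28 in the 2 states (adjusted p = 0.0620 and 0.0735), and DESeq2 called it higher in both (adjusted p = 0.00944 and 0.0339). After TNF-α stimulation it did not pass with library size only or in the fit of all 8 libraries (adjusted p = 0.0575 in each). It also did not pass with transcript-length offsets, chosen after seeing the data, in DESeq2 (adjusted p = 0.258) or edgeR (adjusted p = 0.299). Gstm4, Gstm5 and Gstm6 did not pass in either state, and Gstm3 stood at 2 counts or fewer in every library, so that a change in it was not detectable at this depth. Beyond the Gstm genes, Gsto1 was lower at 37.7 ± 10.7 against 17.7 ± 3.66 CPM at the basal level (log2 fold change -1.10, adjusted p = 0.0500, just short of the threshold) and at 34.8 ± 8.30 against 16.1 ± 1.72 CPM after TNF-α stimulation (log2 fold change -1.14, adjusted p = 0.0255). Gsta4 was higher by a log2 fold change of 0.54 (adjusted p = 0.0589) and 0.58 (adjusted p = 0.0479, or 0.0522 with transcript-length offsets in edgeR). DESeq2 called both of these genes at the basal level (adjusted p = 0.000767 for Gsto1 and 0.0268 for Gsta4). Of 26 genes of the GST family, 18 were tested at the basal level and 17 after TNF-α stimulation, and 2 and 3 of them passed. With DESeq2, 5 passed at the basal level, Gstm1 among them.

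**Figure D2:**
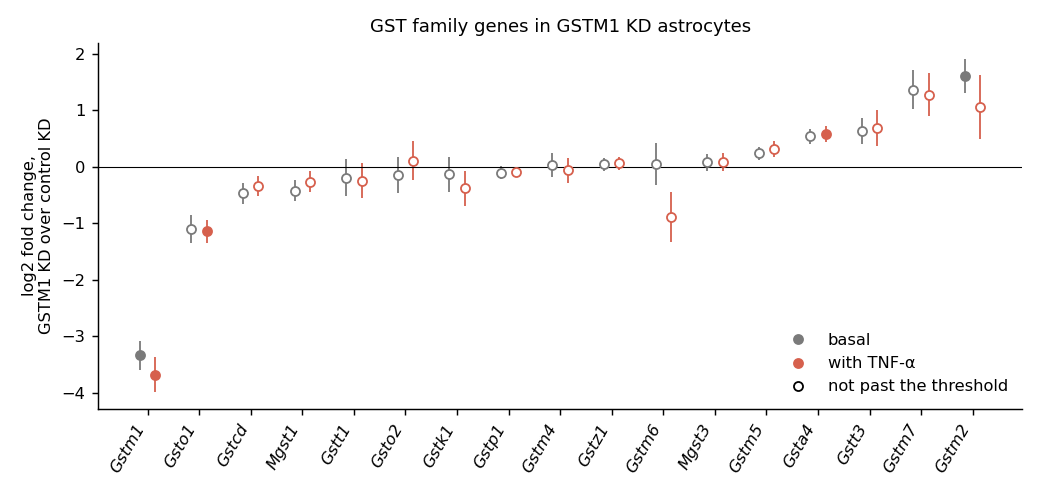
The log2 fold change of GSTM1 KD over control KD for the 17 GST genes tested in both states, at the basal level and after TNF-α stimulation, with bars of 1 standard error from edgeR. Filled points have an adjusted p under 0.05, as Gstm1 has in both states.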

The mRNA expression of *Gstm1*, but not other *Gstm* genes, dramatically decreased both at the basal level and after TNF-α stimulation in GSTM1 KD astrocytes (Supplementary Table S1). Although we could not completely exclude the possibility that GSTM1 shRNA affect other GST proteins, the data supported that our findings were mainly due to the loss of function of GSTM1. We found that the induction of genes for several cytokines/chemokines, including CXCL1, CSF2, and CXCL2, was severely impaired in GSTM1 KD astrocytes. Among these cytokines and chemokines, CSF2 has been reported to control microglia activity and contribute to neuroprotection in brain inflammation (Ponomarev et al., 2007; Mayo et al., 2014).

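Cxcl1 (ENSMUSG00000029380.11, chromosome 5 from 90891241 to 90893115) rose after TNF-α stimulation from 7.82 ± 2.26 to 77.7 ± 63.3 CPM (SD, n = 2) in control KD and from 1.92 ± 0.379 to 10.1 ± 1.20 CPM in GSTM1 KD. It was lower in GSTM1 KD in both states, with a log2 fold change of -2.02 at the basal level (standard error 0.319, adjusted p = 0.0261 from edgeR's quasi-likelihood test) and -2.96 after TNF-α stimulation (standard error 0.619, adjusted p = 0.0346). Its induction by TNF-α was 3.30 on the log2 scale in control KD (adjusted p = 0.0318) and 2.38 in GSTM1 KD (adjusted p = 0.165), a difference of -0.92 with a standard error of 0.869. In the fit of all 8 libraries the basal difference did not pass (adjusted p = 0.0738), and DESeq2 called the induction in GSTM1 KD as well (adjusted p = 0.0209). The 2 control KD replicates after TNF-α stimulation had 765 and 2036 counts. Without replicate 2 the log2 fold change after TNF-α stimulation was -1.72, the induction in control KD was 2.08 and the difference in induction was 0.31. Without replicate 1 they were -3.62, 3.96 and -1.58.
Cxcl2 (ENSMUSG00000058427.10, chromosome 5 from 90903871 to 90905938) rose from 2.45 ± 1.42 to 30.5 ± 10.8 CPM in control KD and from 0.519 ± 0.187 to 4.03 ± 0.250 CPM in GSTM1 KD. After TNF-α stimulation its log2 fold change between GSTM1 KD and control KD was -2.93 (standard error 0.288, adjusted p = 0.0106). Its basal value was -2.26, which did not pass in edgeR (adjusted p = 0.0641) but did in DESeq2 (adjusted p = 0.0125), and was -1.49 without control KD replicate 1 and -2.75 without control KD replicate 2. The induction was 3.61 in control KD and 2.97 in GSTM1 KD, and the difference of -0.64 (standard error 0.727) ran from -1.43 without control KD replicate 1 at the basal level to -0.17 without control KD replicate 2 at the basal level. Csf2 (ENSMUSG00000018916.5, chromosome 11 from 54247271 to 54249667) overlaps Gm12223 on the opposite strand. It had 13 and 5 counts in control KD and 0 and 0 in GSTM1 KD at the basal level, and 94 and 68 against 14 and 8 counts after TNF-α stimulation. That is 4.07 ± 0.0300 against 0.553 ± 0.132 CPM, a log2 fold change of -2.87 (standard error 0.346, adjusted p = 0.0129). Its induction was 3.79 on the log2 scale in control KD and at least 3.96-fold in GSTM1 KD, where the basal libraries were below the floor, so its induction could not be compared at this depth. Fitted on only the 4 control KD libraries, the inductions of Cxcl1, Cxcl2 and Csf2 in control KD did not pass (adjusted p = 0.206, 0.0886 and 0.0550).
Ccl2 (ENSMUSG00000035385.5), another chemokine gene, had 16.9 ± 8.03 against 1.62 ± 0.445 CPM at the basal level and 1039 ± 84.3 against 518 ± 101 CPM after TNF-α stimulation, log2 fold changes of -3.38 (adjusted p = 0.0194) and -1.03 (adjusted p = 0.0216). The second did not pass in the fit of all 8 libraries (adjusted p = 0.0549). Its induction was 5.93 in control KD and 8.30 in GSTM1 KD, a difference of 2.37 (standard error 0.497) that passed in DESeq2 (adjusted p = 0.000425) but not in edgeR. Over a list of 52 cytokine and chemokine genes, 32 were tested after TNF-α stimulation. Of these, 14 were lower and 3 (Il15, Il18 and Tnfsf10) were higher in GSTM1 KD, or 16 and 8 when adjusted over the list alone, and their median log2 fold change was -0.83. The median difference in induction over the 32 genes was 0.10, or 0.07 without the genes below the floor in a group. With each library left out in turn, this median ran from 0.135 to 0.215.

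**Figure D3:**
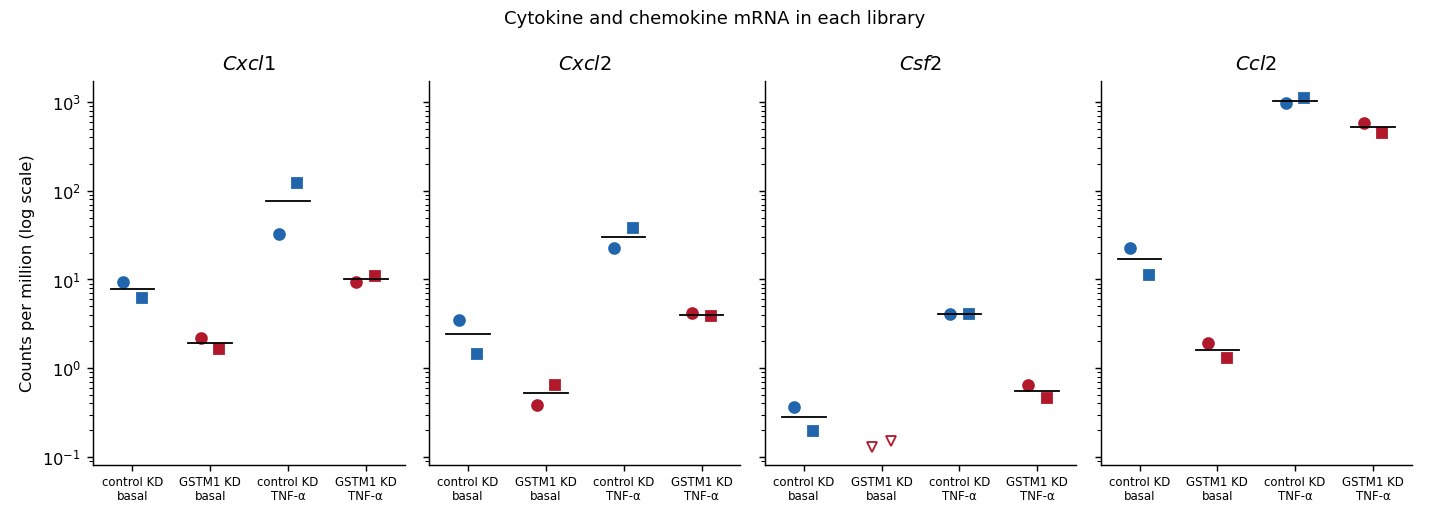
Expression of Cxcl1, Cxcl2, Csf2 and Ccl2 in CPM on a log axis in each of the 8 libraries, with circles for replicate 1, squares for replicate 2 and a bar at the mean of each group. Open triangles mark libraries with 3 counts or fewer, drawn at the value of 3 counts; Cxcl1 in control KD after TNF-α stimulation shows the widest gap between replicates of that gene.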

**FIGURE 1:**
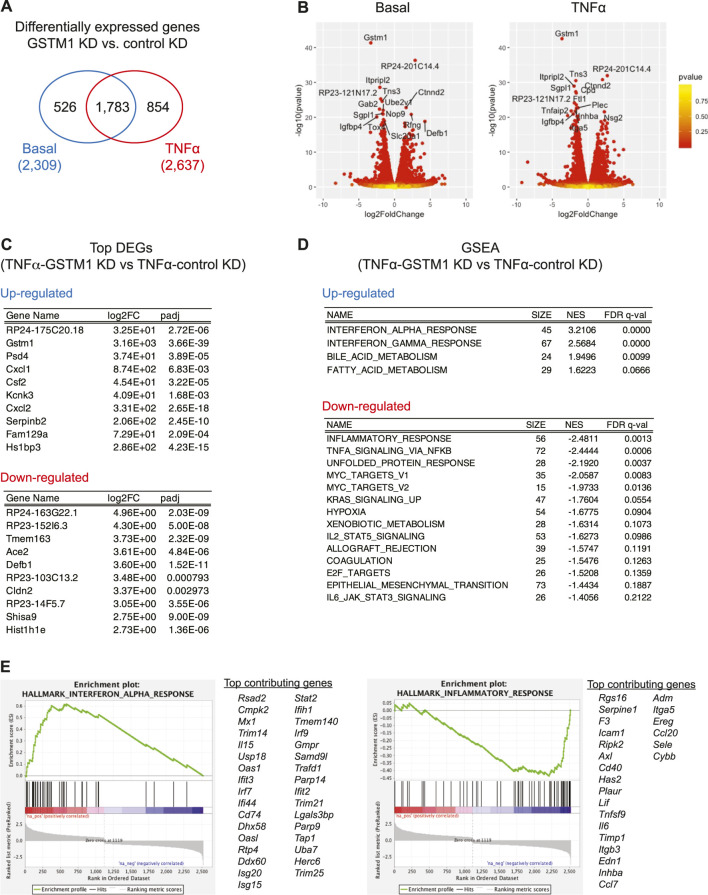
RNA-seq analysis of altered gene expression in cultured astrocytes with reduced GSTM1 expression. Primary mouse cortical astrocytes expressing *Gstm1* or non-silencing control shRNA constructs [GSTM1 knockdown (KD) or control KD] were stimulated with TNF-α (50 ng/ml) for 6 h and their mRNA expression was analyzed by RNA-seq analysis (n = 2 biological replicates per group). **(A)**. Venn diagram of differentially expressed genes (DEGs) in GSTM1 KD or control KD astrocytes. **(B)**. Volcano plots for DEGs between GSTM1 KD and control KD astrocytes with or without TNF-α stimulation. **(C)**. Top DEGs in GSTM1 KD astrocytes in response to TNF-α. **(D)**. Gene set enrichment analysis (GSEA) for DEG in GSTM1 KD astrocytes upon TNF-α stimulation. **(E)**. Representative GSEA plots for interferon alpha responses and inflammatory responses (derived from Molecular Signature database, hallmark gene sets) and their core enrichment genes.

We next ran the gene set enrichment analysis (GSEA) for all the 2,637 differentially expressed genes in GSTM1 KD astrocytes after TNF-α stimulation. As shown in Figures 1D, E, the expression of genes related to inflammatory responses and cellular stress responses was significantly downregulated while the expression of genes related to interferon responses and fatty acid metabolism was upregulated (see also Supplementary Table S2). These findings suggest that GSTM1 critically regulates gene transcriptional mechanisms in response to TNF-α stimulation.

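The hallmark gene sets of the paper's GSEA were not used here; gene lists compiled by hand were tested with limma's camera (inter-gene correlation set at 0.01), with Benjamini-Hochberg adjustment over the lists. Of 74 NF-κB and inflammatory response genes, 66 were tested after TNF-α stimulation, with a median log2 fold change of -1.01 in GSTM1 KD (adjusted p = 3.1e-18), and 33 passed the threshold as lower and 0 as higher, or 41 and 2 adjusted over the list alone. The basal median over 57 tested genes was -0.74 (adjusted p = 1.5e-10), with 18 lower and 2 higher. Of the 60 genes of this list that Figure 1E does not show, 52 were tested after TNF-α stimulation and 45 at the basal level. Their medians were -0.66 and -0.53 in the same order. These were -0.41 without control KD replicate 2 and -0.30 without control KD replicate 1. Of 74 interferon response genes, 72 were tested after TNF-α stimulation, with a median of 1.10 (adjusted p = 9.7e-21), and 38 passed as higher and 0 as lower, or 51 and 0 adjusted over the list alone. The 49 interferon genes that Figure 1E does not show, of which 47 were tested, had a median of 1.02, or 0.67 without GSTM1 KD replicate 1. The basal median of the interferon list was -0.0048 (adjusted p = 0.674), and ran from -0.13 to 0.14 with each replicate left out in turn. Isg15 (ENSMUSG00000035692.6, chromosome 4 from 156199424 to 156200818), a member of that list, had 17.6 ± 1.09 CPM (SD, n = 2) in control KD and 16.6 ± 2.38 CPM in GSTM1 KD at the basal level, and 59.6 ± 11.8 and 151 ± 64.6 CPM after TNF-α stimulation (log2 fold change 1.31, standard error 0.316, adjusted p = 0.0464 from edgeR's quasi-likelihood test).
Replicate 1 of GSTM1 KD after TNF-α stimulation carried more of the interferon signal than replicate 2: with it left out the median was 0.76, and with replicate 2 left out it was 1.40. Under fry, or under camera with an estimated correlation, neither list passed. For the NF-κB and inflammatory list the adjusted p was 0.0611 and 0.358 after TNF-α stimulation and 0.124 and 0.566 at the basal level, and for the interferon list it was 0.205 and 0.494 after TNF-α stimulation. For cellular stress, 52 genes of the unfolded protein response had a median of -0.14 after TNF-α stimulation over 51 tested genes, which did not pass in the fit without a replicate block (adjusted p = 0.160). A list of 70 genes of fatty acid metabolism had a median of 0.14 over 69 tested genes, which did not pass either (adjusted p = 0.154). Both of these calls depended on the settings of the fit. The 2 lists passed only with a block for the replicate number (camera, adjusted p = 0.0364 and 0.0453), and what that number marks is not stated. Reactome's set of fatty acid, triacylglycerol and ketone body metabolism had a median of -0.01 over 83 genes (adjusted p = 0.796). Reactome's set of interferon gamma signaling had a median of 0.46 over 68 genes (adjusted p = 0.0266). Its set of interferon alpha/beta signaling had a median of 0.13 over 13 genes, which did not pass (adjusted p = 0.153).

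**Figure D4:**
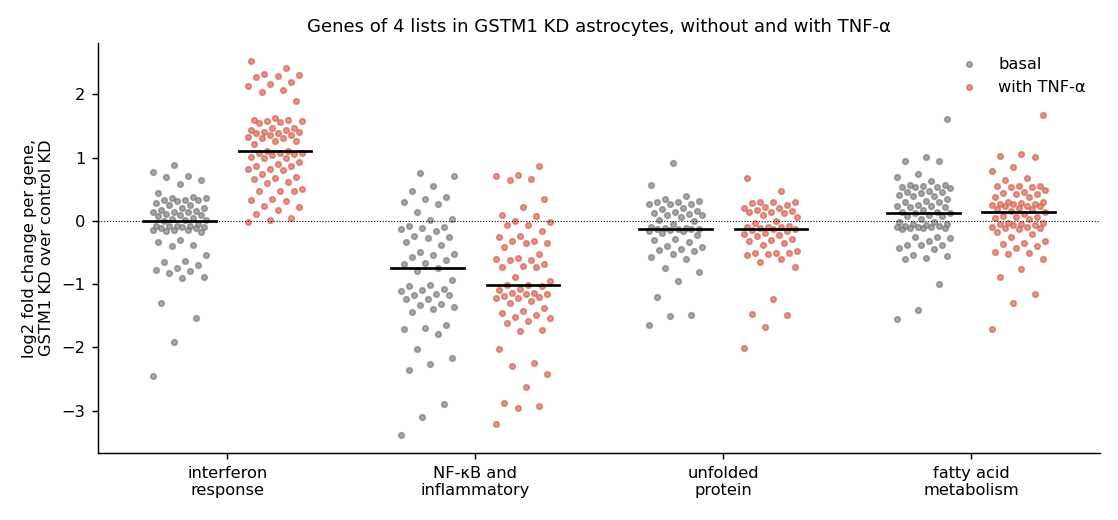
The log2 fold change of GSTM1 KD over control KD for each tested gene of 4 lists, at the basal level and after TNF-α stimulation, with a bar at the median. The interferon genes lie around 0 at the basal level and at a median of 1.10 after TNF-α stimulation.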

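The response to TNF-α itself was measured within each knockdown. In control KD astrocytes 403 of 15332 genes passed the threshold after TNF-α stimulation, 322 higher and 81 lower, and in GSTM1 KD astrocytes 406 passed, 361 higher and 45 lower. Fitted on only the 4 libraries of each response, 72 and 691 genes passed. Nfkbie, Irf1 and Birc3 were among the 5 higher genes with the smallest p-values in both. Their log2 fold changes were 3.94, 3.11 and 3.08 in control KD and 4.00, 3.22 and 3.73 in GSTM1 KD. The difference in response between GSTM1 KD and control KD passed the adjusted threshold for 0 genes in edgeR and for 27 genes in DESeq2, and without the filter on low counts for 134 genes in edgeR. The NF-κB and inflammatory list was induced by a median log2 fold change of 2.00 in control KD and 1.77 in GSTM1 KD. The value in GSTM1 KD was 1.61 with genes below the floor set at their bound. The median difference per gene was -0.02 (camera, adjusted p = 0.667), or -0.03 without the genes below the floor in a group. The interferon list was induced by a median of 1.44 in control KD and 2.85 in GSTM1 KD, with a median difference of 1.21 (adjusted p = 3.1e-109), which was 0.79 without replicate 1 and 1.57 without replicate 2 of GSTM1 KD after TNF-α stimulation. That difference did not pass under fry (adjusted p = 0.507) or with an estimated correlation (adjusted p = 0.117). Reactome's sets had smaller median differences, 0.41 for interferon gamma and 0.002 for interferon alpha/beta signaling. The paper compared GSTM1 KD with control KD astrocytes after the same TNF-α stimulation (Figures 1C–E). From the lower expression of inflammatory and stress response genes and the higher expression of interferon response and fatty acid metabolism genes, it proposes that GSTM1 regulates the transcription that follows TNF-α stimulation.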

### Reduced activities and enhanced cellular stress in the mPFC neurons by GSTM1 knockdown in astrocytes

Activation of astrocytes and microglia during brain inflammation affects neuronal health and activities. To determine the impact of reduced GSTM1 expression in astrocytes on neurons, we evaluated the expression of an activity-dependent gene, c-Fos, in neurons of the medial prefrontal cortex (mPFC) during brain inflammation *in vivo*. Mice expressing Cre recombinase under the mouse *Gfap* promoter (*mGfap* ^Cre^ mice) were stereotactically injected with adeno-associated virus (AAV) vectors encoding Gstm1 or non-silencing control shRNAmir into the mPFC as previously described (Kano et al., 2019). Three weeks later, the mice were intraperitoneally administered with lipopolysaccharides (LPS) and the brains were harvested at 6 h. The number of neurons expressing c-Fos was significantly reduced in the area where GSTM1 was knocked down in astrocytes (Figure 2A). Previous studies showed that neuronal activities could enhance intrinsic antioxidant defenses and antiapoptotic activities in neurons (Papadia et al., 2008; Chen et al., 2014). Thus, reduced neuronal activities by GSTM1 KD in astrocytes may result in enhanced cellular stress in neurons. Indeed, the signals of 4-hydroxy-2-nonenal (4-HNE), a marker of oxidative stress, were significantly enhanced in neurons when GSTM1 was reduced in astrocytes (Figure 2B). These findings demonstrate that alterations in GSTM1 KD astrocyte responses to acute brain inflammation negatively impact neuronal activities and increase their cellular stress in a non-cell autonomous manner *in vivo*.

**FIGURE 2:**
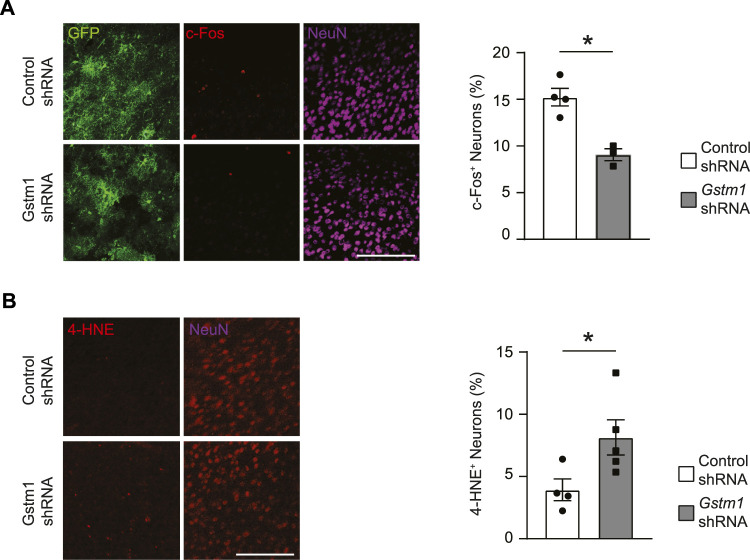
Reduced activities and enhanced cellular stress in neurons associated with GSTM1 KD astrocytes in the brain. Mice with astrocyte-specific expression of *Gstm1* or control shRNA were subject to LPS-induced brain inflammation. The brains were collected at the peak of inflammation (6 h after a systemic LPS injection). c-Fos expression was measured as marker of neuronal activities **(A)** and levels of lipid hyperoxidation (4-HNE staining) were evaluated as cellular stress maker **(B)**. Percentages of c-Fos^+^ NeuN^+^ cells and 4-HNE^+^ NeuN^+^ cells were quantified and compared between *Gstm1* or control shRNA conditions. Graphs show mean ± SEM. Scale bar: 100 µm Control shRNA, *n* = 4; Gstm1 shRNA, *n* = 3–5. Significance was determined by *t*-test. *p < 0.05.

### Aging-associated increase in GSTM1 expression in the brain

A recent study has reported that the expression level of GSTM1 in the hippocampus is associated with memory ability in 5xFAD mice, which harbors human mutations in the genes for amyloid precursor protein and presenilin one related to early-onset familial Alzheimer’s disease (Neuner et al., 2017). In addition, the expression changes and mutations in multiple GSTs were implicated to increase risks for aging-associated brain disorders associated with inflammation, such as Alzheimer’s disease (AD) (Piacentini et al., 2012; Liu et al., 2015; Wang et al., 2016; Jafarian et al., 2018). Thus, we explored a possible role of GSTM1 in aging mouse brains. We first compared the expression of GSTM1 between young adult (∼2 months old) and middle-aged (∼12 months old) mice. GSTM1 protein expression was increased up to two folds in middle-aged mouse brains compared to young adult brains, at least in the frontal cortex and hippocampus (Figure 3A). Immunohistochemistry data revealed that the expression of GSTM1 protein was mostly enriched for astrocytes in the middle-aged brains similar to our previous observations in the young adult brains (Figure 3B). Aging is associated with increased inflammatory changes and neuronal cellular stress. This data suggests that GSTM1 in astrocytes may play a critical role in the aging brain.

**FIGURE 3:**
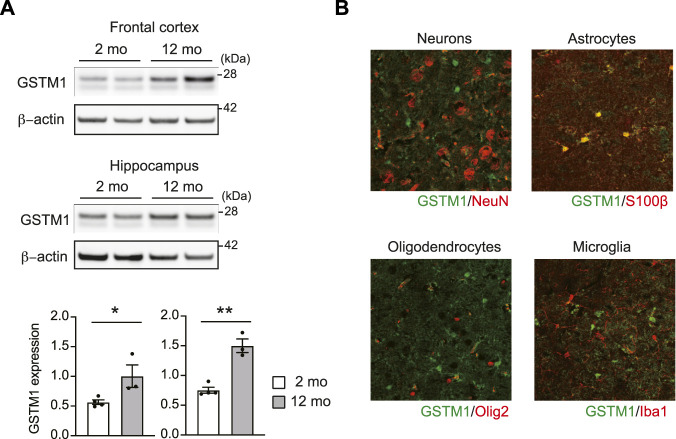
Increased expression of GSTM1 in the aging brains. Western blot for GSTM1 proteins. β-actin was used as a loading control. Quantification of GSTM1 expression relative to β-actin was shown in graphs (mean ± SEM) (*n* = 3-4 per group) **(A)**. Immunohistochemistry of GSTM1 and cell type marker. Scale bar: 50 μm **(B)**. Significance was determined by *t*-test. *p < 0.05, **p < 0.01.

## Discussion

In this brief report, we found that reduced expression GSTM1 in astrocytes decreased the expression of pro-inflammatory genes and enhanced the expression of interferon response genes and fatty acid metabolism-related genes in response to TNF-α stimulation. We further showed that reduced GSTM1 expression in astrocytes impaired the neuronal activities and cellular stress in LPS-induced brain inflammation. These findings have provided a novel mechanistic insight into the role of GSTM1 in astrocytes as a critical modulator of brain homeostasis during inflammatory responses.

How does GSTM1 modulate the expression of a wide variety of genes in response to TNF-α signaling? Our previous study revealed that GSTM1 was required for the optimal activation of NF-κB, a critical transcription factor for the expression of pro-inflammatory genes downstream of TNF-α signaling (Kano et al., 2019). As another GST family enzyme, GSTP, was shown to modulate NF-κB signaling by inhibiting the activities of inhibitory kappa B kinase β (IKKβ), an upstream activator of NF-κB, *via S*-glutathionylation (Jones et al., 2016), GSTM1 may interact with and modulate the upstream regulators of NF-κB. More recently, GSTM1 was shown to bind to and S-glutathionylate TBK1, a kinase required for the activation of interferon regulatory factor 3 (IRF3) critical for the expression interferon genes (Wang et al., 2020). Notably, reduced GSTM1 expression in macrophages enhanced interferon production in macrophage upon virus infection, consistent with our findings. Further mechanistic studies such as the identification of GSTM1 interactomes would determine how GSTM1 differentially impacts NF-κB and IRF transcription factor activities in astrocytes.

GSTM1 in astrocytes may also be involved in aging-associated changes in the brain and possibly aging-associated neurodegenerative diseases. A very recent study reported that a unique aging-associated astrocyte subtype in the hippocampus, exhibiting dysregulated autophagy and morphology, was enriched with GSTM1 expression (Lee et al., 2022). The study further showed that GSTM1 expression gradually increased in the hippocampus during aging. As aging is associated with increased expression of TNF-α and interferons in the brain, these findings indicate that GSTM1 may be actively involved in aging-associated changes in astrocyte inflammatory signaling. Further studies on the impact of GSTM1 deficiency in normal and pathological brain aging may help understand the mechanisms underlying aging-associated brain changes and neurodegeneration.

GSTs are a diverse family of enzymes that defends cells from damage by noxious xenobiotic metabolites (Landi, 2000; Hayes et al., 2005; Petermann et al., 2009). Mice express 22 cytosolic GSTs across eight classes (alpha, mu, pi, sigma, theta, zeta, omega, and kappa) (Hayes et al., 2005). Their expression is observed in various cell types and organs throughout the body. Some GSTs, such as GSTA4, GSTM1, and GSTP1, were detected in the brain (Awasthi et al., 1994; Beiswanger et al., 1995; Al Nimer et al., 2013), but their functions have not yet been fully characterized. Although there are certain homologies in proteins between different types of GSTs, particularly in the same classes, their cell- and tissue-specific expression patterns suggest that they may play distinct roles depending on the context. For example, while GSTP is mostly expressed in mature oligodendrocytes in the mouse brain, their expression is exclusive to neurons in the substantia nigra and controls neuronal sensitivity to MPTP-induced neurodegeneration (Smeyne et al., 2007). We and others have also shown that GSTM1 is enriched in astrocytes and controls astrocyte-mediated inflammatory changes (Sharma et al., 2015; Kano et al., 2019; Lee et al., 2022). Thus, emerging evidence supports for critical roles of GSTs in neuroinflammation and neurodegeneration. As GSTs are similar to each other as proteins, multiple GSTs may function together in specific cell types under a certain conditions. It should be noted that antibodies against most GSTs are not specific and can detect multiple GSTs. Accordingly, in our study, we cannot completely exclude the possibility that *Gstm1* shRNA may alter the expression of other GST proteins. Therefore, further improvements in experimental tools for GST research, such as GST subclass-specific antibodies, are also critical to define the precise role of each GST in neuroinflammation.

As *GSTM1* null genotype is widely observed in humans (Warholm et al., 1981; Rebbeck, 1997; Cotton et al., 2000; Geisler and Olshan, 2001; Josephy, 2010) and has been reported as a risk factor for brain disorders associated with inflammation, such as Alzheimer’s disease (AD) (Piacentini et al., 2012; Liu et al., 2015; Wang et al., 2016; Jafarian et al., 2018), it is tempting to speculate that human GST null genotypes may impact neuroinflammatory responses across individuals, causing severer inflammatory phenotypes in subpopulations of patients with these brain disorders. Nevertheless, we still lack experimental evidence for the role of human GSTs in neuroinflammation. Notably, a recent evolutionary genetic study has reported that the high variability in GSTM genes obscures orthologous relationships between humans and other mammalian species (Tan and Low, 2018). Accordingly, it remains unclear whether GSTM1 or a similarly astrocyte-enriched human GST controls astrocyte responses to inflammatory stimuli, as we observed in mice. Therefore, careful functional characterization of human GSTs in astrocytes under inflammatory conditions is required. With the advance of human induced pluripotent stem cells (iPSC)-based cell and tissue cultures and CRISPR/Cas-based genetic engineering techniques (Hendriks et al., 2020), the impact of human GST genetic mutations on astrocyte function can now feasibly be addressed. Further studies in human GST biology with these new techniques will clarify the significance of GSTs in human neuroinflammation and related brain disorders.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## References

[B1] Al NimerF.StromM.LindblomR.AeinehbandS.BellanderB. M.NyengaardJ. R. (2013). Naturally occurring variation in the Glutathione-S-Transferase 4 gene determines neurodegeneration after traumatic brain injury. Antioxid. Redox Signal 18, 784–794. 10.1089/ars.2011.4440 22881716PMC3555113

[B2] AwasthiY. C.SharmaR.SinghalS. S. (1994). Human glutathione S-transferases. Int. J. Biochem. 26, 295–308. 10.1016/0020-711x(94)90050-7 8187927

[B3] BeiswangerC. M.DiegmannM. H.NovakR. F.PhilbertM. A.GraessleT. L.ReuhlK. R. (1995). Developmental changes in the cellular distribution of glutathione and glutathione S-transferases in the murine nervous system. Neurotoxicology 16, 425–440.8584275

[B4] ChenZ.JalabiW.HuW.ParkH. J.GaleJ. T.KiddG. J. (2014). Microglial displacement of inhibitory synapses provides neuroprotection in the adult brain. Nat. Commun. 5, 4486. 10.1038/ncomms5486 25047355PMC4109015

[B5] CottonS. C.SharpL.LittleJ.BrocktonN. (2000). Glutathione S-transferase polymorphisms and colorectal cancer: A HuGE review. Am. J. Epidemiol. 151, 7–32. 10.1093/oxfordjournals.aje.a010124 10625170

[B6] DobinA.DavisC. A.SchlesingerF.DrenkowJ.ZaleskiC.JhaS. (2013). Star: Ultrafast universal RNA-seq aligner. Bioinformatics 29, 15–21. 10.1093/bioinformatics/bts635 23104886PMC3530905

[B7] GeislerS. A.OlshanA. F. (2001). GSTM1, GSTT1, and the risk of squamous cell carcinoma of the head and neck: A mini-HuGE review. Am. J. Epidemiol. 154, 95–105. 10.1093/aje/154.2.95 11447041

[B8] HayesJ. D.FlanaganJ. U.JowseyI. R. (2005). Glutathione transferases. Annu. Rev. Pharmacol. Toxicol. 45, 51–88. 10.1146/annurev.pharmtox.45.120403.095857 15822171

[B9] HendriksD.CleversH.ArtegianiB. (2020). CRISPR-cas tools and their application in genetic engineering of human stem cells and organoids. Cell Stem Cell 27, 705–731. 10.1016/j.stem.2020.10.014 33157047

[B10] JafarianZ.SaliminejadK.KamaliK.OhadiM.KowsariA.NasehiL. (2018). Association of glutathione S-transferases M1, P1 and T1 variations and risk of late-onset Alzheimer's disease. Neurol. Res. 40, 41–44. 10.1080/01616412.2017.1390902 29072550

[B11] JonesJ. T.QianX.van der VeldenJ. L.ChiaS. B.McMillanD. H.FlemerS. (2016). Glutathione S-transferase pi modulates NF-κB activation and pro-inflammatory responses in lung epithelial cells. Redox Biol. 8, 375–382. 10.1016/j.redox.2016.03.005 27058114PMC4827796

[B12] JosephyP. D. (2010). Genetic variations in human glutathione transferase enzymes: Significance for pharmacology and toxicology. Hum. Genomics Proteomics 2010, 876940. 10.4061/2010/876940 20981235PMC2958679

[B13] KanoS. I.ChoiE. Y.DohiE.AgarwalS.ChangD. J.WilsonA. M. (2019). Glutathione S-transferases promote proinflammatory astrocyte-microglia communication during brain inflammation. Sci. Signal 12, eaar2124. 10.1126/scisignal.aar2124 30783009PMC6637164

[B14] LandiS. (2000). Mammalian class theta GST and differential susceptibility to carcinogens: A review. Mutat. Res. 463, 247–283. 10.1016/s1383-5742(00)00050-8 11018744

[B15] LeeE.JungY.-J.ParkY. R.LimS.ChoiY.-J.LeeS. Y. (2022). A distinct astrocyte subtype in the aging mouse brain characterized by impaired protein homeostasis. Nat. Aging 2, 726–741. 10.1038/s43587-022-00257-1 37118130

[B16] LiB.DeweyC. N. (2011). Rsem: Accurate transcript quantification from RNA-seq data with or without a reference genome. BMC Bioinforma. 12, 323. 10.1186/1471-2105-12-323 PMC316356521816040

[B17] LiuH.PengJ.GaoJ.ZhengF.TieC. (2015). Glutathione S-transferase T1 and M1 null genotypes and Parkinson's disease risk: Evidence from an updated meta-analysis. Neurol. Sci. 36, 1559–1565. 10.1007/s10072-015-2159-4 25868597

[B18] LoveM. I.HuberW.AndersS. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 15, 550. 10.1186/s13059-014-0550-8 25516281PMC4302049

[B19] MayoL.TraugerS. A.BlainM.NadeauM.PatelB.AlvarezJ. I. (2014). Regulation of astrocyte activation by glycolipids drives chronic CNS inflammation. Nat. Med. 20, 1147–1156. 10.1038/nm.3681 25216636PMC4255949

[B20] NeunerS. M.WilmottL. A.HoffmannB. R.MozhuiK.KaczorowskiC. C. (2017). Hippocampal proteomics defines pathways associated with memory decline and resilience in normal aging and Alzheimer's disease mouse models. Behav. Brain Res. 322, 288–298. 10.1016/j.bbr.2016.06.002 27265785PMC5135662

[B21] PapadiaS.SorianoF. X.LeveilleF.MartelM. A.DakinK. A.HansenH. H. (2008). Synaptic NMDA receptor activity boosts intrinsic antioxidant defenses. Nat. Neurosci. 11, 476–487. 10.1038/nn2071 18344994PMC2556874

[B22] PetermannA.MieneC.Schulz-RaffeltG.PaligeK.HolzerJ.GleiM. (2009). GSTT2, a phase II gene induced by apple polyphenols, protects colon epithelial cells against genotoxic damage. Mol. Nutr. Food Res. 53, 1245–1253. 10.1002/mnfr.200900110 19753610

[B23] PiacentiniS.PolimantiR.SquittiR.VentrigliaM.CassettaE.VernieriF. (2012). GSTM1 null genotype as risk factor for late-onset Alzheimer's disease in Italian patients. J. Neurol. Sci. 317, 137–140. 10.1016/j.jns.2012.01.026 22381228

[B24] PonomarevE. D.ShriverL. P.MareszK.Pedras-VasconcelosJ.VerthelyiD.DittelB. N. (2007). GM-CSF production by autoreactive T cells is required for the activation of microglial cells and the onset of experimental autoimmune encephalomyelitis. J. Immunol. 178, 39–48. 10.4049/jimmunol.178.1.39 17182538

[B25] RebbeckT. R. (1997). Molecular epidemiology of the human glutathione S-transferase genotypes GSTM1 and GSTT1 in cancer susceptibility. Cancer Epidemiol. Biomarkers Prev. 6, 733–743.9298582

[B26] SharmaK.SchmittS.BergnerC. G.TyanovaS.KannaiyanN.Manrique-HoyosN. (2015). Cell type- and brain region-resolved mouse brain proteome. Nat. Neurosci. 18, 1819–1831. 10.1038/nn.4160 26523646PMC7116867

[B27] SmeyneM.BoydJ.Raviie ShepherdK.JiaoY.PondB. B.HatlerM. (2007). GSTpi expression mediates dopaminergic neuron sensitivity in experimental parkinsonism. Proc. Natl. Acad. Sci. U. S. A. 104, 1977–1982. 10.1073/pnas.0610978104 17267597PMC1785361

[B28] SmithG. A.LinT. H.SheehanA. E.Van der Goes van NatersW.NeukommL. J.GravesH. K. (2019). Glutathione S-transferase regulates mitochondrial populations in axons through increased glutathione oxidation. Neuron 103, 52–65. 10.1016/j.neuron.2019.04.017 31101394PMC6616599

[B29] TanH. M.LowW. Y. (2018). Rapid birth-death evolution and positive selection in detoxification-type glutathione S-transferases in mammals. PLoS One 13, e0209336. 10.1371/journal.pone.0209336 30586459PMC6306238

[B30] WangM.LiY.LinL.SongG.DengT. (2016). GSTM1 null genotype and GSTP1 Ile105Val polymorphism are associated with alzheimer's disease: A meta-analysis. Mol. Neurobiol. 53, 1355–1364. 10.1007/s12035-015-9092-7 25633095

[B31] WangY.WangP.ZhangY.XuJ.LiZ.LiZ. (2020). Decreased expression of the host long-noncoding RNA-GM facilitates viral escape by inhibiting the kinase activity TBK1 via S-glutathionylation. Immunity 53, 1168–1181 e7. 10.1016/j.immuni.2020.11.010 33326766

[B32] WarholmM.GuthenbergC.MannervikB.von BahrC. (1981). Purification of a new glutathione S-transferase (transferase mu) from human liver having high activity with benzo(alpha)pyrene-4, 5-oxide. Biochem. Biophys. Res. Commun. 98, 512–519. 10.1016/0006-291x(81)90870-6 7194639

[B33] ZhangB.GaiteriC.BodeaL. G.WangZ.McElweeJ.PodtelezhnikovA. A. (2013). Integrated systems approach identifies genetic nodes and networks in late-onset Alzheimer's disease. Cell 153, 707–720. 10.1016/j.cell.2013.03.030 23622250PMC3677161

How the deposited data were processed for this re-analysis (not part of the article)

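Messenger RNA was measured by RNA-seq in 8 libraries of primary mouse cortical astrocytes, 2 biological replicates in each of 4 groups: control KD and GSTM1 KD astrocytes at the basal level, and both after TNF-α at 50 ng/ml for 6 h. All 8 libraries were mapped to a group and a replicate from their labels and entered the analysis. The authors prepared strand-specific libraries, mapped the reads to GRCm38 with STAR (version 2.5.4) and quantified them with RSEM (version 1.3.0). The deposited expected counts are RSEM's estimates of the fragments per gene, not normalized and not always whole, because reads that match several transcripts are divided among them. The deposited TPM values, which the authors’ RSEM run scaled to the same total in every library, were not used in a test. The deposited effective lengths, in bases, give the mean length of a gene's transcripts weighted by their estimated abundance, and so can differ between libraries for the same gene. Whether the counting used the strand is not stated in the paper's text, so genes that overlap on either strand, and paralogs such as the Gstm genes, are uncertain.

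The totals of the expected counts per library ran from 17349682 to 34434615, and 19371 to 21557 of 54146 genes had a count. A count of 3 or fewer in both libraries of a group was taken as below the floor, and a fold change against such a group is given only as a bound computed at 3 counts. Expected counts were rounded to whole numbers. edgeR (version 4.0.16, in R version 4.3.3) gave TMM factors, the filter filterByExpr by group, and the quasi-likelihood F-test with Benjamini-Hochberg adjustment at 0.05. CPM values are counts scaled to the same total, with the library size multiplied by its TMM factor. Standard errors of log2 fold changes come from the fitted model. With 2 libraries per group no exact test can pass 0.05, so p-values are given only from models fitted across all genes by edgeR, DESeq2 (version 1.42.0) or limma (version 3.58.1).

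GSTM1 KD was compared with control KD on the 4 libraries of each state, as in the paper's Figure 1 and its 2 supplementary tables, which give one gene different mean counts. The paper's Methods instead name a comparison of stimulated with unstimulated groups, and this difference is not resolved. The responses to TNF-α, and the difference of the responses (the interaction of knockdown and stimulation), used all 8 libraries with one coefficient per group. Gene lists were tested with limma's camera at a correlation of 0.01, with Benjamini-Hochberg adjustment over the lists of one comparison. The lists were of interferon response, NF-κB and inflammatory response, cytokine and chemokine, unfolded protein response, fatty acid metabolism, NRF2 target and GST family genes, the genes named in Figures 1B, 1C and 1E, and markers of 9 cell types or states. The hallmark sets of the paper's GSEA were not used here. Some single genes of these lists are not reported here. Reactome sets of 10 to 300 genes from the fgsea package (version 1.28.0) were an alternative, with 6855 of 7111 identifiers matched to a gene.

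The designs, gene lists, alternatives and the rule for named genes were set before the data were examined. Genes named are those the paper names in its RNA-seq text and in Figures 1B, 1C and 1E, members of the GST and cytokine lists and of other lists reported, and for each comparison the 5 higher and 5 lower genes with the smallest p-values among those past the threshold whose groups do not overlap. The alternatives were DESeq2, DESeq2's size factors or library size alone in edgeR, no filter, at least 10 counts in every library, a replicate block, all 8 or only 4 libraries, fry, camera with an estimated correlation, Reactome sets and leaving out each replicate. The planned older (legacy) quasi-likelihood method of edgeR proved to be the default of the installed version, so it is the method reported, and edgeR's newer method was added after the data were seen. Fits with the effective lengths as offsets, in edgeR and in DESeq2, were also added after the data were seen.

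For words in 3′ UTRs, the mean log2 fold change over the 2 states was regressed on the presence of each 7-base word, with 3′ UTR length and GC content as covariates (Python version 3.11.15 with numpy version 2.4.6 and scipy version 1.17.1), over the 13011 of 14379 genes with a 3′ UTR in the annotation. Figures were drawn with matplotlib version 3.10.9.

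The procedures were tested on simulated counts drawn for 15332 genes from the libraries' means and sizes, with 200 genes changed in GSTM1 KD after TNF-α stimulation. edgeR recovered 93 of the 200 (46.5%) and 56 of 66 changed 4-fold, and called 3 other genes among 14555 tested. For the interaction it recovered 71 (35.5%) and 50 of 66, and called 4 other genes among 15076 tested. DESeq2 recovered 130 (65%) and called 36 other genes among 13251 tested. In the simulated basal comparison, which held no change, 0 of 14820 genes passed. In camera, 0 and 2 of 100 random lists had a p under 0.05 for the knockdown effect and the interaction. The simulated genes were drawn independently, so these lists cannot show how camera behaves when the genes of a list vary together. For the 3′ UTR test, the measured log2 fold changes were shuffled over genes, and those of genes that hold a planted word were lowered. That word ranked 1 over 13011 genes. The planted shift was larger than the median of -0.11 for genes with 1 site of the top-ranked word in the data. A shift of that smaller size was not tested.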

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

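The results here are differences between the effect of the knockdown after TNF-α stimulation and its effect at the basal level, tested as an interaction over gene lists with camera. The tests of explanations in this part were chosen after the results were seen, but some used settings set beforehand. These settings were leaving out each replicate, fry and camera with an estimated correlation.

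The interferon response list was higher in GSTM1 KD after TNF-α stimulation but not at the basal level. Its median interaction was 1.21 on the log2 scale over 73 tested genes, or 1.16 without the 5 genes below the floor in a group. Reactome's set of interferon gamma signaling had a smaller median interaction of 0.41 over 68 genes (camera, adjusted p = 7.1e-23). Its set of interferon alpha/beta signaling had 0.002 over 13 genes (adjusted p = 5.6e-06). The 31 interferon genes of Figure 1E had 1.37, but the study chose them on these libraries, and the 48 tested genes outside Figure 1E had 1.04. The interaction was above 0 for 70 of the 73 genes, and 37 of them passed when adjusted over the list alone, against 0 over all genes tested. The score of a library was the median, over the genes of the list, of the deviation from the gene's mean log2 CPM over all libraries. It was 2.01 and 1.24 in GSTM1 KD after TNF-α stimulation. In control KD after TNF-α stimulation it was 0.41 and 0.53, so the 2 groups did not overlap. Interferon beta (Ifnb1) had 0 counts in all 4 basal libraries, 7 and 1 counts in control KD and 25 and 9 in GSTM1 KD after TNF-α stimulation, a log2 fold change of 2.06 that did not pass (adjusted p = 0.115).

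Some technical explanations were argued against. Leaving out GSTM1 KD replicate 1 after TNF-α stimulation, the library with the highest score, lowered the interaction to 0.79 without bringing it to 0, and lowered the genes outside Figure 1E to 0.54 and those in Figure 1E to 0.90. After thinning of every library to 17349682 counts it was 1.15, and after removal of each library's trend with GC content and gene length it was 1.20. A response of interferon genes to the shRNA vector was not excluded: that 49.2% of them were above 0 at the basal level only restates that the list did not move there. What stays open is such a vector response, an effect of the shRNA on another transcript, and an effect of the loss of GSTM1, which the single shRNA does not separate; the size also rests on 2 replicates that differ, and neither fry nor an estimated correlation placed the list past the threshold.

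The 10 genes of Figure 1C that were lower in GSTM1 KD were chosen by the study on these libraries. They had a median interaction of -0.39 (camera, adjusted p = 0.0397), or -0.47 without the 3 genes below the floor in a group. This value may rest on one library: without control KD replicate 2 after TNF-α stimulation, in which Cxcl1 had 2036 counts against 765 in replicate 1, the median was -0.025. Of the 10 genes, 7 were below 0 in the fit of all libraries, and neither fry (adjusted p = 0.999) nor an estimated correlation (adjusted p = 0.747) placed the list past the threshold. No biological explanation was tested.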

How the results depend on the processing

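The alternatives, other than those with transcript lengths and edgeR's newer quasi-likelihood method, were set beforehand. Across test, normalization and filter the numbers of genes past the threshold moved more than the fold changes. DESeq2 called 2492 genes at the basal level, 1990 in both states, 742 in the response to TNF-α of control KD, 630 in that of GSTM1 KD and 27 in the interaction. Without a filter the numbers were 3957 at the basal level, 4540 after TNF-α stimulation, 3227 in both, 1255 and 1050 in the 2 responses and 134 in the interaction. In one fit of all 8 libraries, 2762 genes passed at the basal level and 2198 in both states, and in fits of only the 4 libraries of a response 72 genes passed in control KD and 691 in GSTM1 KD. DESeq2 with transcript-length offsets, added after the data were seen, called 703 genes in the response of control KD and 31 in the interaction. The causes were not tested. Apart from the replicate block, given below, the other settings, among them size factors, library size alone and at least 10 counts in every library, stayed within 1.5 times the main number, and no setting moved the median of all genes by over 0.1.

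Of the GST family, 2 genes passed at the basal level, against 5 with DESeq2, 5 with library size only, 5 with DESeq2 with transcript-length offsets and 4 in the fit of all 8 libraries.

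Neither the paper nor the labels say what a replicate number marks. The deviations of libraries with the same number correlated at 0.284 between control KD and GSTM1 KD at the basal level, 0.216 after TNF-α stimulation, and 0.575 and 0.330 between the states of control KD and of GSTM1 KD, 0.222 between control KD at the basal level and GSTM1 KD after TNF-α stimulation and 0.165 between the other 2 groups, from 2 pairs each. The astrocyte marker sums of libraries with the same number were also close between the states of one knockdown. Control KD had 4396 and 4403 CPM in replicate 1 and 9761 and 9806 CPM in replicate 2. GSTM1 KD had 9419 and 9455 CPM in replicate 1 and 13842 and 13464 CPM in replicate 2. The 2 states of one knockdown may thus share a culture. The responses and the interaction were fitted without such a pairing. The replicate block was 1 term over both knockdowns, so a pairing within each knockdown was not tested. With the replicate block, 4712 genes passed at the basal level, 4302 after TNF-α stimulation (the order of the 2 states reversed), 3492 in both, 988 and 808 in the responses, 0 in the interaction (502 at an unadjusted p under 0.05), and 8 and 5 genes of the GST family. The unfolded protein list (-0.14, adjusted p = 0.0364) and the fatty acid list (0.14, adjusted p = 0.0453) passed only with the block.

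The list medians do not change under fry or camera with an estimated correlation, but the calls do. The interferon list at 1.10 after TNF-α stimulation and 1.21 in the interaction, and the NF-κB and inflammatory list at -0.74 at the basal level and -1.01 after TNF-α stimulation, did not pass under either. Reactome's chemokine receptor set had -1.24 at the basal level (adjusted p = 0.108), and for the interaction 0.048 against -0.02 for the NF-κB list, which was 0.023 in edgeR with transcript-length offsets. The interferon list at the basal level, at -0.0048, was 0.020 with library size only and 0.012 in edgeR with transcript-length offsets. Reactome's fatty acid set had -0.013 after TNF-α stimulation. All these reversed values lie close to 0.

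Fits that each left out 1 replicate leave 1 library in a group, so they gave fold changes and list medians but no calls or counts. The interferon list ran from 0.76 to 1.40 after TNF-α stimulation and from 0.79 to 1.57 in the interaction, lowest without GSTM1 KD replicate 1 and highest without its replicate 2 after TNF-α stimulation. At the basal level it went to both sides of 0, from -0.13 without GSTM1 KD replicate 1 to 0.14 without control KD replicate 2. The NF-κB and inflammatory list ran from -0.93 to -0.62 at the basal level, from -1.04 to -0.82 after TNF-α stimulation and from -0.14 to 0.12 in the interaction. The unfolded protein list ran from -0.18 to -0.021, with the last value without control KD replicate 1 after TNF-α stimulation, and the fatty acid list from 0.065 without that library to 0.25 without control KD replicate 2.

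Over 50 single-gene log2 fold changes, 294 values under alternatives gave 252 with the same call, 10 that lost it, 32 that gained it and 0 in the opposite direction. Over 13 other list medians, 86 values gave 74 with the same call and 12 that lost it. Depth limits Csf2, whose induction in GSTM1 KD is only bounded, and Gstm3, which could not be tested.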

Differences from the paper's values

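The paper's text gives 2309 genes changed at the basal level, against 1524 here. The numbers were within 1.5 times of the paper's with DESeq2 (2492), with library size only (1654) and in the fit of all 8 libraries (2762), and not with DESeq2's size factors in edgeR (1497), at least 10 counts in every library (1522), no filter (3957) or a replicate block (4712). DESeq2 with transcript-length offsets, chosen after seeing the values, gave 2282, while edgeR with these offsets gave 1336.

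The paper's supplementary table gives a log2 fold change of -3.18 for Psd4 after TNF-α stimulation, against -0.20 here, and 4.96 for the antisense transcript ENSMUSG00000089940.1, against 1.33 here. None of the alternatives set before the data were examined closed either gap, those that left out 1 replicate included. With the effective lengths of the files as offsets, chosen after seeing the values, Psd4 had -3.14 in edgeR and -3.18 in DESeq2, ENSMUSG00000089940.1 had 4.88 and 4.96, and both genes passed the threshold. For Tmem163 the paper's table gives 3.73, against 3.07 here. The value was within the paper's error (a standard error of 0.557) of the paper's with library size only (3.11), the fit of all 8 libraries (3.09), the replicate block (3.10), without control KD replicate 2 (3.83) and without GSTM1 KD replicate 1 (3.29), and not with DESeq2 (3.06), without control KD replicate 1 (2.50) or without GSTM1 KD replicate 2 (2.80). Transcript-length offsets, chosen after seeing the values, gave 3.73 in edgeR and DESeq2.

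The copy of the paper's tables used here holds 1998 genes in each state, of the paper's 2309 and 2637, so only single genes are compared. At the basal level 1914 of 1997 matched log2 fold changes, and after TNF-α stimulation 1908 of 1998, were within the paper's standard error of the values here. In DESeq2 with transcript-length offsets, chosen after seeing the values, all 1998 were in each state, with a median absolute difference of 4.9e-05 and 8.9e-05. That setting called 2639 genes after TNF-α stimulation and 1759 in both states, where the paper gives 2637 and 1783. Transcript-length offsets are not named in the paper's text.

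Figure 1C heads Gstm1, Cxcl1, Csf2 and Cxcl2 as up-regulated, while here they had log2 fold changes of -3.68, -2.96, -2.87 and -2.93 after TNF-α stimulation, and it heads Defb1 as down-regulated, while here it had 3.60. The direction in the paper's supplementary table is the one found here.

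The paper's basal table lists Cxcl2, Gstm7, Gsto1 and Gsta4 as changed. Their adjusted p-values here were 0.0641, 0.0620, 0.0500 and 0.0589, and DESeq2, with or without transcript-length offsets, the fit of all 8 libraries and the replicate block (log2 fold changes of -2.17, 1.37, -1.08 and 0.55) called all 4, while library size only called the 3 GST genes.

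The paper states that the induction of Cxcl1, Csf2 and Cxcl2 was impaired. Here the levels were lower in GSTM1 KD, while the differences in induction of Cxcl1 (-0.92) and Cxcl2 (-0.64) did not pass in any of the settings in which single genes were compared. It also states that cellular stress genes fell and fatty acid metabolism genes rose. Here the unfolded protein list (-0.14, adjusted p = 0.160) and the fatty acid list (0.14, adjusted p = 0.154) did not pass in camera, except with the replicate block (adjusted p = 0.0364 and 0.0453). These results are not like for like. The paper ran GSEA with hallmark sets on its differentially expressed genes, while hand-compiled lists were tested here against all genes tested. The unfolded protein list also stands for cellular stress only in part.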

Other observations

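Tests of short words from Gstm1, movement of microglial markers, GC content and gene length, and library size were fixed before their results were seen. The others were chosen after, but some used settings set beforehand: leaving out a replicate, fry and camera with an estimated correlation.

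A hypothesis was that part of the fall in the 714 genes lower in both states comes from the shRNA itself, through the short seed region of its guide strand, which pairs with 3′ UTRs of other genes. The sequence of the shRNA is not given in the paper's text. If so, a word of the Gstm1 transcript would rank near the top among all 7-base words for lower expression of the genes that hold it. Among 16286 words over 13011 genes, GCCTTCA ranked 1 (z = -11.71, -11.65 at the basal level and -11.06 after TNF-α stimulation). It lies in the Gstm1 transcript, whose words have a chance of 0.0796 of holding the top rank. The next ranks were AGCCTTC (z = -11.28), CAGCCTT (-10.67) and ACAGCCT (-9.95), which with the first tile ACAGCCTTCA, found in the 3′ UTR of Gstm1 on chromosome 3 of GRCm38 from 108012503 to 108012512, in exon 8 of 8. The first word unrelated to this sequence, TTATTTT, ranked 15 (z = -4.97). GCCTTCA was in the 3′ UTR of 32.3% of the 705 lower genes with an annotated 3′ UTR and 14.8% of other genes. The median log2 fold change was 0.00 without the word, -0.11 with 1 site, -0.23 with 2 and -0.30 with 3 or more. At least 1 of the 4 words was in 66.5% of the lower genes, 36.9% of the genes higher in both states and 40.2% of the others. Longer or GC-poor 3′ UTRs do not account for this, since 46.1% of genes matched on length and GC content held one, which leaves an excess of 144 lower genes. Off-target repression by the shRNA may thus contribute to some of the lower genes, while 236 of the 705 hold none of the words. Of the genes labelled in Figure 1B, 12 of the 16 lower ones that could be scored held a word, and 2 of the 4 higher ones. The data cannot show which effects remain with another shRNA.

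The cytokine genes are a different case. Cxcl1, Cxcl2, Csf2 and Ccl2 held none of the 4 words, and Il6 held 1. In the NF-κB and inflammatory list, the genes without a word were lower too, with a median of -0.73 after TNF-α stimulation against -1.10 for those with one, so sites in their own 3′ UTRs do not explain the fall of the list. Repression of an upstream regulator, or the loss of GSTM1, could each still do so, and neither was tested.

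Some other technical explanations for the effect of the knockdown in both states were argued against. Removal of the trend with GC content and gene length, which explained 0.811% and 1.21% of the variance of log2 fold changes, kept 98.3% of the calls at the basal level and 91.2% after TNF-α stimulation. Thinning every library to 17349682 counts kept 89.9% and 96.0%. The control KD replicates differed from each other: 16 astrocyte markers summed to 4396 and 9761 CPM at the basal level and 4403 and 9806 CPM after TNF-α stimulation, against 9419 and 13842 CPM and 9455 and 13464 CPM in GSTM1 KD. With either control KD replicate left out, however, the medians of genes called higher or lower in one state kept their sign in the other. The median nearest 0 was -0.66, over 1288 genes called lower after TNF-α stimulation and read at the basal level without control KD replicate 1. What stays open is a difference between the control KD and GSTM1 KD cultures that runs through both states, microglial content included. Microglial markers summed to 140, 66.9 CPM in control KD and 65.4, 58.8 CPM in GSTM1 KD at the basal level, replicate 1 first. The test fixed beforehand asked whether the abundant markers move together by a similar log2 fold change, and it did not decide. At the basal level 8 of the 10 tested markers were below 0 and the median of the list was -0.90, with -3.20 for Lyz2 (adjusted p = 0.0737), while the less abundant Mpeg1 had 0.17. The fall lay mostly in control KD replicate 1, and without it the median was -0.011.

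Among the Reactome sets, those of translation with the ribosomal proteins had the smallest camera p in both states, which the paper's text does not mention. Other sets moved further, such as the chemokine receptor set with medians of -1.24 and -0.72. All 80 ribosomal protein genes tested were below 0 at the basal level, with a median of -0.51, and 79 after TNF-α stimulation, with a median of -0.46. Other short genes had medians of -0.01 and -0.02. Of the 80 genes, 3 and 22 passed as lower. The p of camera was 3.1e-14 and 1.2e-12, but that of fry was 0.158 and 0.114 and with an estimated correlation 0.369 and 0.389. The score per library, a median over the genes, was 0.45 and 0.05 in control KD and -0.16 and -0.35 in GSTM1 KD at the basal level (replicate 1 first). After TNF-α stimulation it was 0.37 and 0.09 against -0.15 and -0.28. The groups did not overlap in either state, while the control KD replicates also differed from each other. The median nearest 0 was -0.31, without control KD replicate 1 at the basal level, and after removal of the GC and length trend it was -0.47, after TNF-α stimulation. Moreover ribosomal pseudogenes moved the same way, with medians of -0.34 and -0.52, so reads moved to pseudogenes would not explain it. A lower share of ribosomal protein mRNA may be a hypothesis of GSTM1 KD biology or of the state of the cultures, which 2 replicates do not separate.

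The remaining lists gave these medians at the basal level and after TNF-α stimulation. NRF2 targets had -0.11 and -0.09, which did not pass, and the GST family 0.04 and -0.06. Astrocyte markers had 0.54 and 0.64, microglial markers -0.90 and -0.70, oligodendrocyte markers -0.40 and -0.44, neuronal markers 0.14 and 0.16, fibroblast markers -0.06 and 0.09, endothelial markers -0.91 and -0.89, choroid plexus markers 0.55 and 0.72 and proliferation genes 0.04 and -0.01, and none of them passed in camera. Ependymal markers had 0.29 and 0.51, and the second passed (adjusted p = 0.0407), over 9 genes. With 1 replicate left out, several of these medians moved by over 1.5 times. Without control KD replicate 1 they were 0.25 and 0.19 for astrocyte, -0.01 and 0.40 for microglial (the second reversed), 0.23 and 0.49 for choroid plexus and 0.08 and 0.21 for ependymal markers. Without control KD replicate 2 they were 0.99 and 1.09 for astrocyte, -1.66 and -1.39 for microglial, 0.30 and 0.48 for neuronal and 0.87 and 0.85 for ependymal markers. NRF2 targets after TNF-α stimulation had -0.04 without control KD replicate 2, and oligodendrocyte markers -0.28 without GSTM1 KD replicate 1. Fibroblast markers (from -0.46 to 0.28 and from -0.29 to 0.75), proliferation genes (from -0.35 to 0.35 and from -0.37 to 0.28) and the GST family (from -0.03 to 0.07 and from -0.20 to 0.05) went to both sides of 0, so no direction is given for them. The medians of the lists the study chose on these libraries were -1.59 and -1.64 for Figure 1B, 0.09 (-0.04 without control KD replicate 1, 0.17 without replicate 2) and 1.26 for the interferon genes and -1.44 and -1.53 for the inflammatory genes of Figure 1E.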
